A study of Arabidopsis thaliana with 2 samples.

How the data were processed

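The study mapped where the Arabidopsis thaliana transcription factor LEAFY (LFY), a regulator of flower development, binds naked genomic DNA in vitro. In DNA affinity purification sequencing (DAP-seq), a tagged recombinant protein is incubated with sheared genomic DNA, the bound fragments are recovered and sequenced, and places where their reads pile up are listed as peaks. Genomic DNA taken directly from plants keeps its cytosine methylation. In the amplified form of the assay (ampDAP-seq), the genomic DNA is copied by PCR before use, which removes the methylation. Per the labels, LFY carried Myc epitope tags and was made by coupled in vitro transcription and translation, the DNA came from seedlings 2 weeks old grown on 0.5-strength Murashige and Skoog medium in long days, and each kind of DNA is represented by 1 library. The samples were grouped by the labelled kind of DNA, with the group names DAP and ampDAP.

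The deposited files are 2 lists of peak intervals, 1 per sample. Each line holds a chromosome, a start and an end, and has no score, height, fold enrichment or p-value. Neither the labels nor the files state the aligner, the genome build, the peak caller, its control, its threshold or any merging of replicates, so the 2 lists may differ in depth and threshold as well as in the DNA. In both lists every interval was exactly 400 bp wide, all lay on chromosomes 1 to 5, and no interval occurred more than once. A fixed width means that the extent of the original enriched regions was not measurable, and that the midpoint is the only position each peak carries. Read depth is unknown. Genomic intervals are given counted from 1, in the coordinates of the files, whose genome build is not stated.

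Of 10 results planned before the data were examined, those that needed more than positions were not computed. Peak strength was needed for the share of shared peaks by strength and for the alternatives that kept the strongest peaks. Genome sequence, which was not used here, was needed for GC content, CG sites, LFY core motifs and enriched 7-mers. The location of peaks relative to genes and the share in gene-poor regions needed an annotation of the same build. A gene table of the TAIR10.1 assembly was at hand, but because the files' build is not stated, its coordinates were not set against the peaks, and the fixed list of floral target genes that was to be named with their peaks was not analysed. No gene is named, except LFY itself as the protein assayed.

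A peak was counted as shared when it overlapped a peak of the other list by at least 50% of the shorter of the pair, which for intervals of 400 bp means midpoints at most 200 bp apart. Shares are given with exact Clopper-Pearson 95% confidence intervals. These intervals cover counting error only and treat peaks as independent. With 1 library per kind of DNA no test between the groups was possible, and all comparisons describe these 2 libraries. Chance levels came from 1000 random placements of each list on the same chromosomes between the first and last listed peak, and from 1000 placements in which each ampDAP peak was moved by 5 to 50 kb in a random direction, which keeps the regional density. To compare lists of equal length, as many peaks as the ampDAP list holds were drawn from the DAP list at random 1000 times.

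The division of the chromosomes into regions was chosen after the positions had been examined, in place of the annotation that had been planned for it. On each chromosome the longest stretch without a peak in either list was found. Peaks with a midpoint within 2.5 Mb of the centre of that stretch were called near, and the others far. The ratio of the number of ampDAP to DAP peaks was compared between near and far regions, with its interval taken from the binomial interval of the share of ampDAP peaks that were near and the DAP counts held fixed. For the ratio by distance, the interval came from the binomial interval of the share of ampDAP peaks among all peaks at that distance. That interval treats the 2 lists as independent, although most ampDAP peaks had a DAP partner. The values of the 5 chromosomes are given as the spread, and chromosomes of one library are not replicates. The near and far comparison was tested on simulated data in 20 runs, with ampDAP lists made from the 22514 DAP positions. A planted ratio of ratios of 1.82 was returned with a mean of 1.83 (1.75 to 1.92 over the runs). Planted unpartnered shares of 20% near and 3% far were returned as 20.0% and 3.00%. Copied peaks were shifted by at most 15 bp and unpartnered ones lay at least 1 kb from any DAP peak. The centres and the distance of 2.5 Mb were kept. The runs therefore tested the counting, and neither the choice of regions nor chance partners.

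The alternatives tried were other overlap rules (1 bp, 80% of the shorter peak, 50% of both peaks, midpoints within 100 bp), and, added after the data had been examined, midpoints within 20 bp, the random draws, the local moves, other distances and centres, windows of 500 kb, and leaving out each chromosome in turn. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.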

Results

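To determine which of the sites bound by LFY in vitro depend on the state of the DNA, binding was profiled on genomic DNA that kept its methylation (DAP) and on genomic DNA copied by PCR (ampDAP). Each kind of DNA was represented by 1 library. The groups also differed in their labelled plant source. The DAP DNA came from seedlings of a line carrying a LFY transgene, whereas the label of the ampDAP DNA names seedlings and no transgene. The DAP list held 22514 peaks and the ampDAP list held 4882 peaks, all 400 bp wide. The sequencing depth behind the peaks is unknown, so the difference in list length cannot be attributed to the DNA alone.

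Peaks of both lists were spread over all 5 chromosomes. Between the first and last listed peak of each chromosome, DAP peaks occurred at 189 per Mb and covered 7.46% of the sequence, and ampDAP peaks occurred at 41.0 per Mb and covered 1.64%. By chromosome, the density ranged from 177 to 195 DAP peaks per Mb and from 40.2 to 41.9 ampDAP peaks per Mb. The ratio of ampDAP to DAP peaks ranged from 0.211 on chromosome 5 to 0.228 on chromosome 2. The median distance from one peak to the next was 3120 bp in the DAP list (quartiles 1289 and 6647 bp) and 15605 bp in the ampDAP list (quartiles 6073 and 33563 bp).

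Neighbouring peaks within one list overlapped in 5.93% of 22509 adjacent DAP pairs (95% interval 5.62 to 6.24%). Random placement of the DAP list gave 7.28% on average, with a range of 6.77 to 7.84% over 1000 placements, so overlapping DAP peaks were fewer than by random placement. In the ampDAP list 1.46% of 4877 adjacent pairs overlapped (1.14 to 1.83%), which lay within the range of random placement (1.005 to 2.40%) and within the range of 1000 random draws of as many DAP peaks (0.7997 to 1.82%). The closest pair of midpoints was 62 bp apart in the DAP list and 208 bp apart in the ampDAP list. In the DAP list 10 of the 1334 overlapping adjacent pairs were less than 200 bp apart, and in the ampDAP list 0 of 71. The random placements set no minimum distance between peaks. Both comparisons with random placement therefore also depend on how close together peaks could be listed. They do not show whether bound sites cluster or avoid each other.

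The first comparison asked how many of the sites bound on amplified DNA were also bound on native DNA. Of the 4882 ampDAP peaks, 4591 (94.0%, 95% interval 93.3 to 94.7%) overlapped a DAP peak by at least 50%. Random placement of the ampDAP list gave 7.47% on average, with a range of 6.45 to 8.56%. The remaining 291 ampDAP peaks had no DAP partner. The shared fraction ranged from 92.5% on chromosome 2 to 95.7% on chromosome 1. Among overlap rules, the largest change came with midpoints required to lie within 20 bp, which lowered the shared fraction to 83.3%, against 0.776% by random placement. When the DAP list was cut at random to the length of the ampDAP list, the shared fraction averaged 20.4% (range 18.7 to 21.9% over 1000 draws). This fall follows from the cut itself, because most ampDAP peaks had a single DAP partner, which was usually not drawn. It does not measure agreement at equal depth or threshold.

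In the other direction, 4602 of the 22514 DAP peaks (20.4%, 19.9 to 21.0%) had an ampDAP partner, against 1.63% by random placement (range 1.36 to 1.90%). The share ranged from 19.8% on chromosome 4 to 21.1% on chromosome 2. Partners were nearly one to one. Of the ampDAP peaks, 4578 had 1 DAP partner and 13 had 2. DAP peaks that overlapped another DAP peak had an ampDAP partner in 18.5% of 2590 cases (17.1 to 20.1%), and the other DAP peaks in 20.7% of 19924 cases (20.1 to 21.3%). The 2 intervals did not overlap, and the difference was about 2 percentage points.

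Shared peaks were placed with high precision. The midpoints of the 4591 shared ampDAP peaks lay a median of 7 bp from the nearest DAP midpoint (quartiles 3 and 13 bp), and 95% of them lay within 33 bp. Within 10 bp there were 3084 shared peaks (67.2%), and within 20 bp there were 4069 (88.6%). The median signed distance was 0 bp, so neither list was shifted relative to the other.

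**Figure D1:**
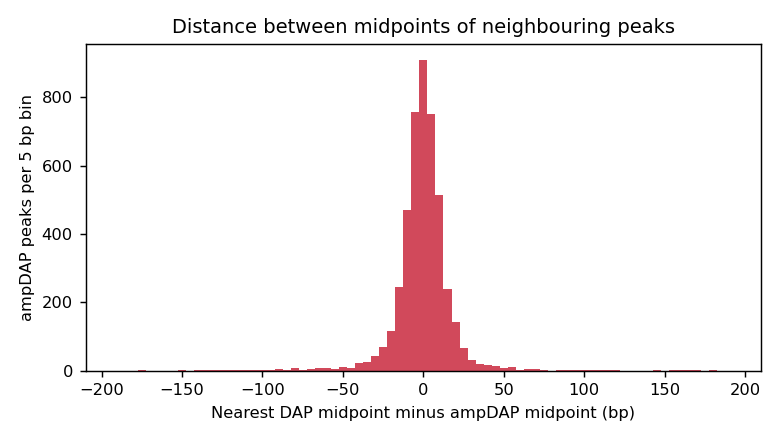
Distance in bp from each ampDAP midpoint to the nearest DAP midpoint, as the number of ampDAP peaks per 5 bp bin, for distances up to 200 bp either way. The distribution is centred on 0 bp, and the shared peaks have a median absolute distance of 7 bp.

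The next comparison asked whether the relation between the lists was the same along the chromosomes. Peak density fell toward one broad region of each chromosome in both lists. The longest stretch without a peak in either list lay within that region on each chromosome. It spanned 14332283 to 15006982 on chromosome 1 (675 kb), 3172759 to 3515459 on chromosome 2 (343 kb), 13570194 to 13842322 on chromosome 3 (272 kb), 3899980 to 4040336 on chromosome 4 (140 kb) and 11659464 to 12012489 on chromosome 5 (353 kb). These positions are in the coordinates of the files, whose genome build is not stated, and no annotation of these stretches was used here. Regions within 2.5 Mb of the centres of these stretches, a distance chosen after the positions had been examined, were compared with the rest of the chromosomes.

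**Figure D2:**
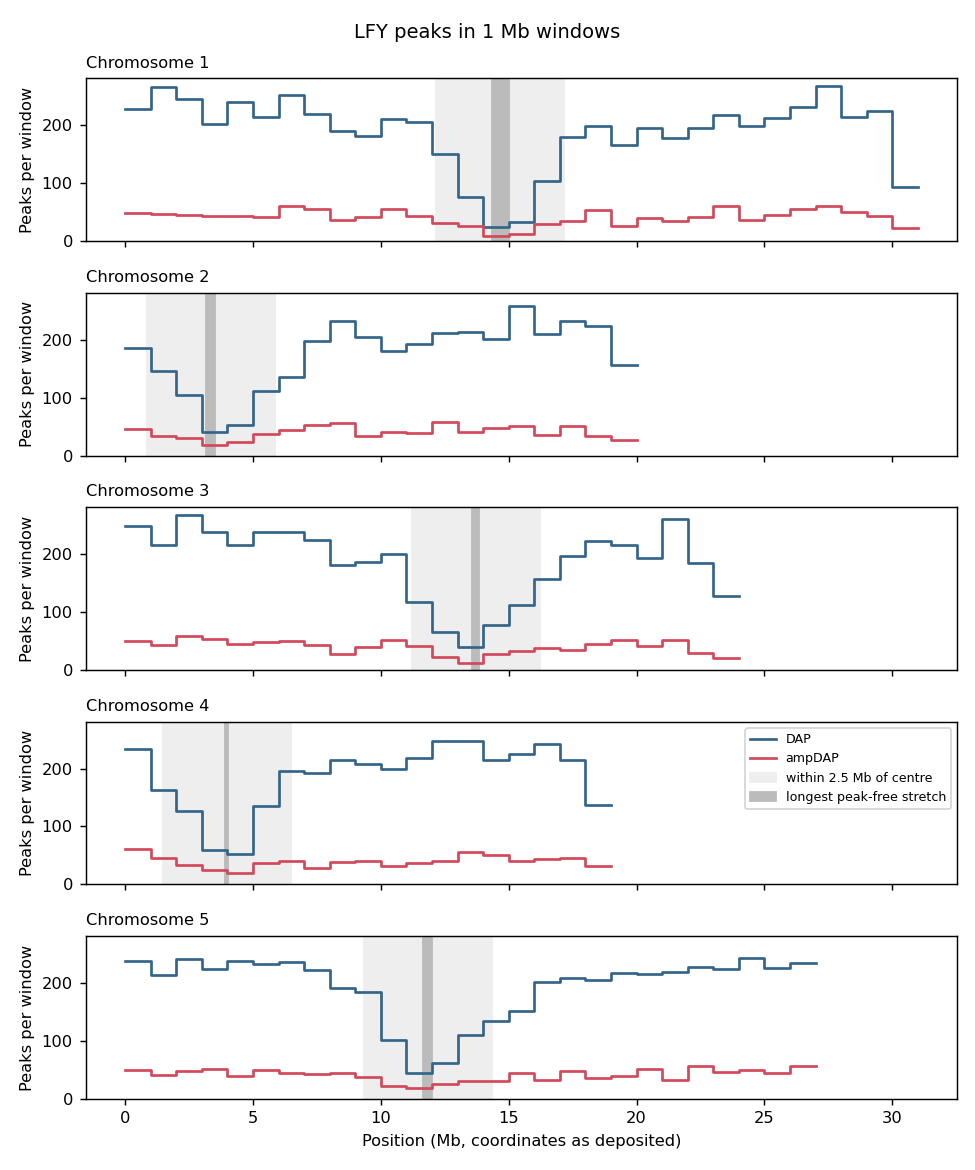
Number of DAP peaks (blue) and ampDAP peaks (red) in windows of 1 Mb along the 5 chromosomes, in the coordinates of the files; the last window of each chromosome is incomplete. Dark grey marks the longest stretch without a peak in either list and light grey the region within 2.5 Mb of its centre, where DAP density averaged 91.1 peaks per Mb against 215 elsewhere.

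DAP peaks were less dense near the stretches, with 2278 peaks at 91.1 per Mb, than far from them, with 20236 peaks at 215 per Mb. The near density was 0.424 times the far density. The ampDAP density fell less, from 44.7 per Mb (4205 peaks) far from the stretches to 27.1 per Mb (677 peaks) near them, or 0.606 times. The ratio of ampDAP to DAP peaks was therefore 0.297 near the stretches and 0.208 far from them, a ratio of ratios of 1.43 (95% interval 1.32 to 1.55). It was above 1 on 5 of 5 chromosomes, from 1.31 on chromosome 1 to 1.65 on chromosome 3. The near ratios of the 5 chromosomes (0.278 to 0.337) did not overlap the far ratios (0.199 to 0.216). The near regions held 13.9% of the ampDAP peaks (12.9 to 14.9%), and 10.1% of randomly drawn DAP peaks (range 8.79 to 11.3% over 1000 draws). The alternative that moved this result most was another choice of region. With the 500 kb windows that held the fewest ampDAP peaks taken in place of the near regions, the ratio of ratios was 0.956, a rule whose chance level is below 1 (mean 0.849 over 100 random draws of the DAP list).

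The ampDAP peaks without a DAP partner were concentrated near the stretches. Of the 677 near ampDAP peaks, 127 had no partner (18.8%, 15.9 to 21.9%), against 164 of the 4205 far ampDAP peaks (3.90%, 3.34 to 4.53%). The near regions thus held 43.6% of the unpartnered ampDAP peaks. They were 0.266 times as long as the far regions and held 0.774 times as many unpartnered peaks. These peaks were thus also denser per Mb there. The contrast in shares, 4.81 times, was larger than that in density, because ampDAP peaks as a whole were sparser near the stretches. The near share was higher than the far share on 5 of 5 chromosomes, with 15.3 to 22.3% near and 2.504 to 5.50% far. The share of DAP peaks with an ampDAP partner was also higher near the stretches, at 24.2% (22.5 to 26.0%) against 20.01% (19.5 to 20.6%).

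Both measures changed with distance. Within 1 Mb of the centres there were 503 DAP and 199 ampDAP peaks, a ratio of 0.396 (0.334 to 0.467), and 33.7% of the ampDAP peaks had no partner (27.1 to 40.7%). From 1 to 2 Mb the ratio was 0.278 (0.242 to 0.318) and the unpartnered share was 15.1% (11.1 to 19.9%). From 3 to 4 Mb the ratio was 0.236 (0.212 to 0.262) and the unpartnered share was 6.51% (4.37 to 9.27%), whose interval lay above that beyond 10 Mb. From 4 to 5 Mb the ratio was 0.212 (0.188 to 0.238) and the unpartnered share was 4.08% (2.25 to 6.75%). Beyond 10 Mb the ratio was 0.205 (0.194 to 0.216) and the unpartnered share was 2.91% (2.12 to 3.88%). The intervals beyond 4 Mb overlapped one another for both measures.

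**Figure D3:**
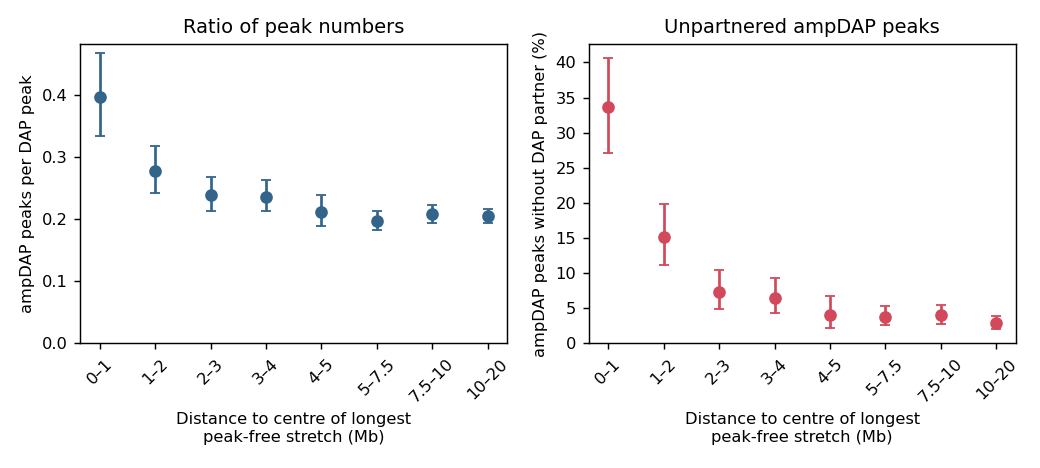
Ratio of the number of ampDAP to DAP peaks (left) and percentage of ampDAP peaks without a DAP partner (right) by distance in Mb to the centre of the longest peak-free stretch, over the 5 chromosomes together. Points are the values and bars the exact 95% binomial intervals; the ratio falls from 0.396 within 1 Mb to 0.205 beyond 10 Mb, and the unpartnered share from 33.7% to 2.91%.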

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

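The overlap rules other than midpoints within 20 bp were fixed before the data were examined, and the remaining alternatives were chosen afterwards. Of 50 recomputed values, 35 stayed within the 95% interval of the reported value (for the chance level, within the range of its placements), 14 left it and 1 changed direction.

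For the share of ampDAP peaks shared with DAP (94.0%), the value was 93.1% with an overlap of at least 80% of the shorter peak and 83.3% with midpoints within 20 bp. With the DAP list drawn at random to the length of the ampDAP list, it was 20.4%, since most partners were then not in the draw. For the share of DAP peaks shared with ampDAP (20.4%), the value was 22.0% with an overlap of at least 1 bp and 18.1% with midpoints within 20 bp. An overlap of at least 50% of both peaks gave the same peaks as the reported rule, because all peaks had one width.

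The ratio of ratios between near and far regions (1.43) was 1.86 with near regions of 1 Mb and 1.23 with 5 Mb. It ranged from 1.38 to 1.46 when each chromosome was left out in turn. It was 0.956, in the reverse direction, with the 500 kb windows that held the fewest ampDAP peaks. That rule selects windows with few ampDAP peaks by chance as well, and random draws of the DAP list gave 0.778 to 0.934 under it.

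The share of near ampDAP peaks without a partner (18.8%) was 33.7% within 1 Mb, 10.97% within 5 Mb and 32.1% with midpoints within 20 bp. The far share (3.90%) was 4.78% beyond 1 Mb, 4.55% outside the windows with the fewest ampDAP peaks, 4.76% with an overlap of at least 80% and 14.2% with midpoints within 20 bp. The near share exceeded the far share in 14 of 14 alternatives, by 2.26 to 7.04 times.

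The alternatives that kept the strongest peaks of each list, placed peaks within annotation classes, or varied promoters, gene-poor windows, sequence windows and motifs were not run, because peak strength, an annotation of a stated build and genome sequence were not used here. No paired analysis was possible because each kind of DNA had 1 library, and for the same reason no replicate was left out. The unknown depth and threshold of each list limit all comparisons between the lists, including the 20.4% of DAP peaks with an ampDAP partner. The absence of a peak from the shorter ampDAP list does not show absence of binding.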

Other observations

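The 5 tests below whose outcome had been seen in part when they were set up are those of random draws, of centres from the ampDAP list alone, both parts of the threshold test, and the test of plant source. The others were set out before their outcome was seen, although the pattern itself had been, but for the windows with the fewest ampDAP peaks and for displaced peaks the criterion that is used below was chosen only after the outcome was seen.

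The ampDAP list was not a uniform subset of the DAP list: relative to DAP peaks, ampDAP peaks were 1.43 times as frequent near the longest peak-free stretches as elsewhere. Picking regions poor in DAP peaks could by itself raise such a ratio. Centres placed in the longest gaps of the ampDAP list alone, a choice that works against a high ratio, gave 1.45, which argues against this as the whole cause. The 500 kb windows with the fewest ampDAP peaks gave 0.956, which failed the criterion set out in advance for a real difference, a ratio above 1. That rule lowers the ratio by its construction: 100 random draws of the DAP list gave 0.778 to 0.934 under it, all below the observed value, a criterion added afterwards. Among 1000 random sets of 5 centres, 1 per chromosome, 0 gave a ratio as high; the highest was 1.40. Random draws of the DAP list placed at most 11.3% of peaks near the stretches, against 13.9% in the ampDAP list.

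A stricter threshold in the ampDAP list, together with stronger DAP peaks near the stretches, could raise the ratio at DAP peaks. At the far ratio, 473 ampDAP peaks would lie near the stretches, and the 677 observed exceed this by 204. Of this excess, 53.3% consisted of ampDAP peaks without a DAP partner, which a stricter ampDAP list alone would not add. This percentage counts unpartnered peaks above the 18.5 that would lie near at their far ratio to DAP peaks. The near regions had 0.266 times the length of the far ones but 0.113 times the DAP peaks. An expectation by length would therefore be higher, and the percentage lower. The rest of the excess lay at DAP peaks, and 24.2% of near DAP peaks had an ampDAP partner. For these, a threshold effect and a difference in binding cannot be told apart, because no peak strengths are given.

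The concentration of unpartnered ampDAP peaks near the stretches was examined further. DAP peaks are sparser there, so fewer chance partners could leave more ampDAP peaks unpartnered. Moving ampDAP peaks by 5 to 50 kb gave chance partners to 8.61% of far and 4.25% of near peaks, a difference of 4.36 percentage points, against an observed difference of 14.9 percentage points in the unpartnered share. Displaced DAP peaks nearby would be an alternative, but of the 127 unpartnered near peaks, 20 (15.7%) had a DAP peak within 1 kb. Moved peaks that likewise had no DAP midpoint within 200 bp had one in 11.5% of cases on average (95% range 6.45 to 17.1%). An excess of a few displaced peaks is not excluded by this, but peaks with no DAP midpoint within 1 kb still made up 15.8% of near ampDAP peaks (13.1 to 18.8%) against 3.19% of far ones (2.68 to 3.76%), a comparison added after these values were seen. The unpartnered near peaks were not confined to a few loci, as they would be with a small number of rearranged segments in one of the plants. They occupied 46 of the 54 windows of 500 kb with any near peak, with at most 10 in one window, on 5 of 5 chromosomes.

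A candidate explanation is that LFY binds some sites near these stretches less well when the DNA is methylated. This is a hypothesis drawn from the same data, it assumes that these peak-poor regions are richer in methylated DNA, and no methylation level, annotation or sequence was used to test it. The plant source, and effects of PCR amplification or of read coverage in these regions, remain open as well: with 1 library per kind of DNA, the plant source or amplification rather than loss of methylation cannot be told apart from methylation itself. Peak strengths, read coverage and methylation levels at the 127 unpartnered near peaks would bear on these explanations. With 1 library per kind of DNA, they might still not separate the plant source or amplification from methylation.

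Within the far regions, the unpartnered share still changed with distance: from 3 to 4 Mb 6.51% of ampDAP peaks had no partner (4.37 to 9.27%), against 2.91% beyond 10 Mb (2.12 to 3.88%). The intervals at these distances overlapped for the ratio of ampDAP to DAP peaks, at 0.236 (0.212 to 0.262) and 0.205 (0.194 to 0.216), and for the share of DAP peaks with a partner, at 22.1% (20.2 to 24.1%) and 19.9% (19.03 to 20.9%). On a finer scale, if sharing with ampDAP depended on the neighbourhood over 1 kb or more, consecutive DAP peaks at that spacing would tend to have partners together. Among 16175 pairs of consecutive far DAP peaks at least 1 kb apart, both members had an ampDAP partner in 659. Shuffling the partner labels within chromosomes gave 649 on average, with a 95% range of 605 to 690, and 335 of 1000 shuffles reached the observed number. This test bears only on consecutive peaks at least 1 kb apart, because closer pairs were left out. Over all regions, DAP peaks that overlapped another DAP peak had an ampDAP partner in 18.5% of cases (17.1 to 20.1%). For the other DAP peaks it was 20.7% (20.1 to 21.3%), so a small dependence on very close neighbours is not excluded.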
